# Navarixin alleviates cardiac remodeling after myocardial infarction by decreasing neutrophil infiltration and the inflammatory response

**DOI:** 10.3389/fphar.2025.1535703

**Published:** 2025-03-13

**Authors:** Peikun Hu, Wei Liu, Jungang Huang, Yangfan Su, Huiqi Jiang, Qinyu Wu, Jun Tao, Shi Liang, Jun Lin, Junmeng Zheng

**Keywords:** myocardial infarction, navarixin, neutrophils, inflammatory response, fibrosis, transcriptomics

## Abstract

Coronary atherosclerotic heart disease is an important, worldwide burden on human health. Central muscle infarction is the most dangerous condition, has the highest mortality and disability rates, and is gradually becoming more common among young people. After myocardial infarction, neutrophils recruited to the infarcted area promote the myocardial inflammatory response by releasing proinflammatory factors and chemokines and release matrix metalloproteinases and myeloperoxidases that degrade the extracellular matrix and produce reactive oxygen species, resulting in irreversible myocardial damage and thereby promoting ventricular remodeling. In this study, we constructed a mouse model of myocardial infarction and utilized the CXCR2 receptor inhibitor navarixin (Nav) to reduce neutrophil recruitment after MI. We observed that Nav improved cardiac function, reduced myocardial damage, reduced neutrophil infiltration, reduced inflammatory factor expression and improved cardiac fibrosis in mice. Through transcriptomic analysis, we found that Nav affects signaling pathways such as the innate immune response and the chemokine signaling pathway, thereby decreasing the inflammatory response by reducing neutrophil chemotaxis. This study provides new insights for the use of CXCR2 inhibitors as new therapeutic options for myocardial infarction in the future.

## 1 Introduction

Coronary atherosclerotic heart disease (CHD), a common heart disease worldwide, is an important burden on human health. Among these conditions, myocardial infarction (MI) is the most dangerous, has the highest mortality and disability rates, and is gradually becoming more common among younger people (Lindahl and Mills, 2023). High blood pressure, diabetes, smoking, and excessive alcohol consumption are all risk factors for CHD (Damluji et al., 2021; Gong et al., 2021). Although therapeutic drugs and interventional treatments have greatly reduced the mortality rate of myocardial infarction, the rapid reduction and/or interruption of coronary blood flow after myocardial infarction causes severe ischemia and hypoxia in the myocardial tissue supplied by the artery, resulting in a large amount of myocardial cell necrosis and eventually causing serious consequences such as heart failure (Frantz et al., 2022; Rallidis et al., 2022).

These necrotic myocardial tissues promote the initiation of the immune inflammatory response, and many immune cells accumulate in the infarct area to remove necrotic cells (Vafadarnejad et al., 2020; Daseke et al., 2021). As the main cell type involved in the acute inflammatory response, neutrophils are recruited to the infarct area at an early stage to promote the myocardial inflammatory response by releasing proinflammatory factors and chemokines and by releasing matrix metalloproteinases and myeloperoxidases to degrade the extracellular matrix and to produce reactive oxygen species, resulting in irreversible myocardial damage and thus promoting ventricular remodeling (Ogura et al., 2021; Zhou et al., 2022). Controlling the recruitment of neutrophils to the infarcted myocardium can effectively reduce the release of inflammatory factors, thereby reducing myocardial inflammation (Sreejit et al., 2020; Jiang et al., 2022). Therefore, neutrophils play a nonnegligible role in the pathophysiological process of ventricular remodeling after myocardial infarction, and the regulation of neutrophil function is very important for myocardial infarction injury repair.

Chemokines are a family of small cytokines that can induce the directed migration and activation of leukocytes. The biological functions of chemokines are achieved by binding to cell surface receptors, which are divided into four broad categories based on their N-terminal cysteine residues: CCRs, CXCRs, CX3CRs, and XCRs. Accumulating evidence suggests that these chemokines play an important role in promoting the development of inflammatory responses by recruiting immune cells such as neutrophils to the injured myocardium. CXCR2 is a 360-amino acid glycoprotein expressed in many types of cells and tissues, and CXCR2 synergistically binds to its ligands CXCL1-3 and CXCL5-8 to control the release of neutrophils from the bone marrow and recruit them to inflamed and infected tissues. Studies have shown that CXCR2 plays an important role in promoting the migration and recruitment of monocytes/macrophages to damaged heart and arterial walls and promoting pathological myocardial remodeling, acute myocardial infarction and atherosclerosis.

Navarixin is an allosteric, noncompetitive, and orally active antagonist of CXCR2. In recent years, numerous studies have shown that navarixin can alleviate the occurrence and development of diseases such as tumors, calcifications, infections, and trauma by antagonizing CXCR2 (Gonsiorek et al., 2007; Nair et al., 2012; Kredel et al., 2014; Russo et al., 2014; Jones and Levy, 2018). Clinically, the compound is being evaluated in four phase II trials for the treatment of psoriasis, cancer, and asthma; while promising *in vivo* and clinical trial results have been published, larger, longer-lasting studies are needed (Holz et al., 2010; Hastrup et al., 2015; Rennard et al., 2015; Todd et al., 2016; Ashar et al., 2021; Chabry et al., 2023; Dahal et al., 2023; Dhayni et al., 2023). However, there have been no studies on navarixin in the field of cardiovascular diseases, especially myocardial infarction. In this study, we treated mice with myocardial infarction with navarixin to observe whether it could inhibit the recruitment of neutrophils after myocardial infarction and the subsequent increase in the inflammatory response, tested its ability to alleviate adverse injury repair and fibrosis mechanisms after myocardial infarction, and explored the related mechanisms by transcriptomics.

## 2 Materials and methods

### 2.1 Mice and treatments

Wild-type C57BL/6 male mice (8 weeks old, 18–22 g body weight) were randomly divided into three groups: (1) the sham operation group (n = 5), (2) the myocardial infarction control group (saline, oral dosage, once daily for 4 weeks after MI operation) (n = 5), and (3) the myocardial infarction-navarixin treatment group (1 mg/kg, oral dosage, once daily for 4 weeks after MI operation) (n = 5). The number of mice in each group was five. Mice were housed under a constant 12 h light/dark cycle. The mice were housed at an appropriate temperature and humidity, and all the mice had free access to food and water. Navarixin was purchased from MedChemExpress (MCE) Company (HY-10198). All animal experiments were approved by the Animal Ethical and Welfare Committee, SYSMH. (approval number: AP20230093; Certification date: 20 June 2023).

### 2.2 Myocardial infarction model

Eight-week-old male wild-type mice were anesthetized with 2% isoflurane and intubated with a small rodent ventilator. After left thoracotomy in the fourth intercostal space, 8–0 line ligation of the anterior descending branch of the left coronary artery was used to induce myocardial infarction. In the sham surgical group, the artery was not ligated, but the other procedures were the same. The thoracic incision was then sutured, and the mouse was placed on a heating pad for rehabilitation.

### 2.3 Echocardiography

To assess left ventricular functionality, the mice were anesthetized with 2% isoflurane, and echocardiography was performed using a Vevo 2100 ultrasound system. The ejection fraction, fractional shortening, and ventricular chamber dimensions were measured using the parasternal short-axis (M-mode) view to determine the ejection fraction (EF), fractional shortening (FS), end-systolic diameter (ESD), end-diastolic diameter (EDD), end-systolic volume (ESV), and end-diastolic volume (EDV). Heart rate was monitored throughout the imaging session. The left ventricle weight and body weight were obtained at the end of the study to calculate the left ventricular-to-body weight ratio (LV/BW).

### 2.4 Masson staining

After the heart samples were harvested, they were fixed with paraformaldehyde, dehydrated and embedded in paraffin. The heart was cross-cut with a paraffin microtome with a cross-sectional thickness of 5 μm. Staining was performed using Masson’s tricolor staining protocol, and images were captured under a light microscope for subsequent analysis. ImageJ software (NIH, Maryland, United States) was used to divide the blue, i.e., fibrotic area, by the total myocardial area to obtain the percentage of the fibrotic area.

### 2.5 Western blotting assay

The left ventricles of mice from each group were collected, and protein extracts were prepared using RIPA lysis buffer. The protein concentration in each group of samples was determined by the BCA Protein Concentration Assay Kit. Protein electrophoresis was performed on an 8% SDS‒PAGE gel, and the proteins were transferred to a PVDF membrane (Cat# 88518, Thermo Fisher). The PVDF membrane was blocked with 5% skim milk for 1 h at room temperature. After blocking, the membrane was incubated overnight with primary antibodies at 4°C. The primary antibodies used were as follows: anti-fibronectin, anti-collagen 1, anti-α-SMA, and anti-GAPDH. The next day, the membranes were incubated with secondary antibodies for 2 h at room temperature, and protein bands were detected with enhanced chemiluminescence (ECL) and visualized with a gel imager.

### 2.6 Real-time PCR

We extracted RNA from macrophages isolated from the left ventricular tissue of mice in various groups. RNA extraction using TRIzol reagent was performed following the manufacturer’s instructions. QRT Mix was used for reverse transcription of the qPCR products to cDNA. RT‒PCR analysis with a LightCycler 480 detector was used to measure the gene expression levels of inflammatory factors (IL-1β, IL-6, CXCR1, and CXCR2). The results are shown as cycle thresholds (Ct). mRNA expression levels were quantified using GAPDH as an mRNA control and compared using the 2^−ΔΔCT^ comparison method.

### 2.7 Measurement of myocardial injury markers

The qualified mouse serum samples were obtained by 10 min centrifugation of collected blood specimens. For the assessment of myocardial enzyme leakage, the activity of serum creatine kinase (CK), the MB CK isoenzyme (CK-MB) and cardiac troponin (cTnT) were assessed according to the corresponding kit manufacturers’ instructions.

### 2.8 Flow cytometry

The left ventricles (LVs) of mice from each group were collected 7 days after myocardial infarction. The LVs were rinsed with PBS, and the LVs were digested in collagenase II solution. Red blood cells were removed using red blood cell lysis buffer, and the cells were blocked with blocking buffer and incubated with anti-mouse CD45, CD11b, F4/80 and Ly6G antibodies in the dark at 4°C. Then, the cells were washed in PBS and subjected to flow cytometry or cell sorting by flow cytometry. The results were analyzed using FlowJo software.

### 2.9 Transcriptomic analysis

#### 2.9.1 RNA extraction, library construction and sequencing

Total RNA was extracted using TRIzol reagent following the manufacturer’s instructions. The total RNA quantity and purity were analyzed with a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit, and high-quality RNA samples with an RNA integrity number (RIN) > 7.0 were used to construct a sequencing library. After total RNA was extracted, mRNA was purified from total RNA (5 µg) using Dynabeads Oligo (dT) with two rounds of purification. Following purification, the mRNA was fragmented into short fragments using divalent cations at elevated temperature (magnesium RNA fragmentation module at 94°C for 5–7 min). Then, the cleaved RNA fragments were reverse-transcribed to create cDNA by SuperScript™ II Reverse Transcriptase, which was subsequently used to synthesize U-labeled second-strand DNAs with *E. coli* DNA polymerase I, RNase H (NEB, cat. m0297, United States) and dUTP Solution. An A-base was then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Dual-index adapters were ligated to the fragments, and size selection was performed with AMPureXP beads. After heat-labile UDG enzyme treatment of the U-labeled second-strand DNAs, the ligated products were amplified via PCR under the following conditions: initial denaturation at 95°C for 3 min; eight cycles of denaturation at 98°C for 15 s, annealing at 60°C for 15 s, and extension at 72°C for 30 s; and a final extension at 72°C for 5 min. The average insert size for the final cDNA libraries was 300 ± 50 bp. Finally, we performed 2 × 150 bp paired-end sequencing (PE150) on an Illumina NovaSeq™ 6,000 following the vendor’s recommended protocol.

#### 2.9.2 Differentially expressed gene (DEG) analysis

Gene differential expression analysis was performed by DESeq2 software between two different groups (and by edgeR between two samples). Genes with a false discovery rate (FDR) less than 0.05 and an absolute fold change ≥2 were considered differentially expressed genes. Differentially expressed genes were then subjected to enrichment analysis of GO functions and KEGG pathways.

#### 2.9.3 GO enrichment analysis

Gene Ontology (GO) is an international standardized gene functional classification system that offers a dynamically updated controlled vocabulary and a strictly defined concept to comprehensively describe the properties of genes and their products in any organism. GO has three ontologies: molecular functions, cellular components and biological processes. The basic unit of GO is the GO term. Each GO term belongs to a type of ontology. GO enrichment analysis revealed all GO terms that were significantly enriched in DEGs compared to the control genome. First, all DEGs were mapped to GO terms in the Gene Ontology database (http://www.geneontology.org/), gene numbers were calculated for every term, and significantly enriched GO terms in DEGs compared to the control genome were defined by a hypergeometric test.

#### 2.9.4 Pathway enrichment analysis (KEGG)

Genes usually interact with each other to play roles in certain biological functions. Pathway-based analysis helps to further understand the biological functions of genes. KEGG is a major public pathway-related database. Pathway enrichment analysis revealed significantly enriched metabolic pathways or signal transduction pathways in DEGs compared with the whole-genome background.

### 2.10 Statistical analysis

All the data were statistically analyzed using Prism 8.0 (GraphPad software). All the data are expressed as the means ± standard deviations. Significant differences in the means between two groups were determined using Student’s t-test, and one-way analysis of variance (ANOVA) was used to compare differences between groups. A p value of <0.05 was considered to indicate statistical significance. Significance is indicated as follows; NS: non-significant, P ≥ 0.05; *P < 0.05; **P < 0.01; ***P < 0.001.

## 3 Results

### 3.1 Nav improves cardiac function after myocardial infarction

To determine whether the chemokine receptor CXCR2 inhibitor navarixin has a positive effect on cardiac function after MI in mice, we measured and calculated the ejection fraction (EF%) and short-axis shortening rate (FS%) in each group of mice, as shown in Figure 1A. The results showed that the heart rates of the mice in each group were consistent. Compared with those in the sham group, the ejection fraction (EF) and fraction shortening (FS) in the MI group were reduced, but this effect was alleviated by Nav treatment. We also measured the end-systolic diameter (ESD) and end-diastolic diameter (EDD) by echocardiography and found that Nav attenuated MI-induced ventricular enlargement. Moreover, the reduction in the left ventricular weight-to-body weight ratio in the Nav treatment group compared to the control group also demonstrated that Nav can reduce cardiac remodeling caused by MI. In conclusion, the decline in heart function after MI was alleviated after Nav treatment.

**FIGURE 1:**
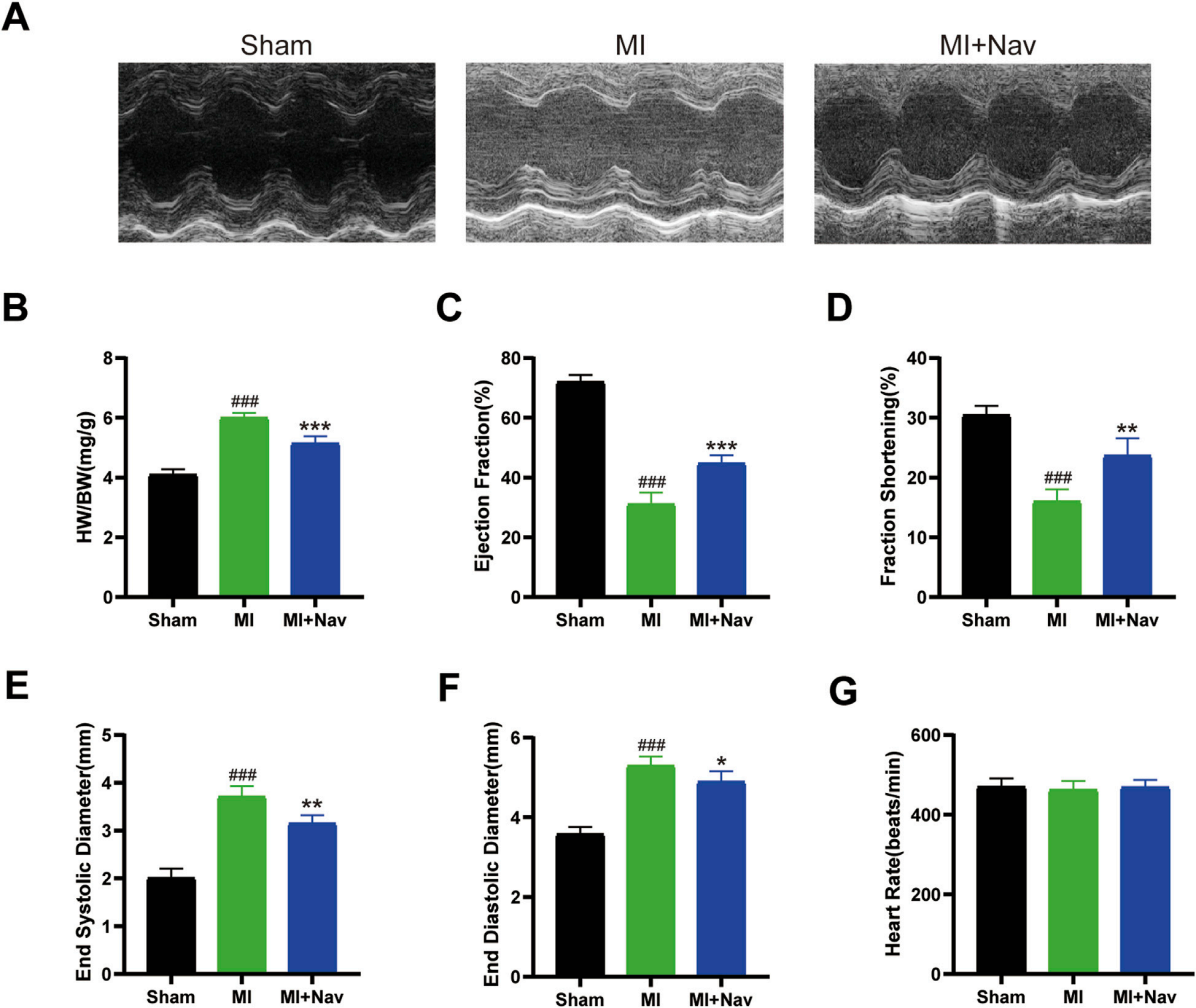
**(A)** Typical M-shaped echocardiogram images. **(B)** The heart weight–to–body weight (HW/BW) ratio in the three groups. (n = 5) **(C**–**F)** Echocardiographic results of the EF, FS, ESD, and EDD. (n = 5) **(G)** Heart rates of the mice in the four groups. (n = 5) #P < 0.05, ##P < 0.01, ###P < 0.001 vs. the sham group; *P < 0.05, **P < 0.01, ***P < 0.001 vs the MI group.

### 3.2 Nav treatment limits cardiac injury and alleviates cardiac fibrosis after MI

MI induces myocardial hypertrophy or ventricular remodeling, which is characterized by increased cardiomyocyte volume, interstitial and perivascular fibrosis, loss of cardiomyocytes, increased collagen abundance, and myofibroblast activation. Early myocardial hypertrophy and ventricular remodeling are compensatory responses of the heart to maintain its normal ejection function, and if pathological factors are eliminated in time, they generally do not adversely affect cardiac function. If the pathological factors are not eliminated in time, this series of changes cannot be improved in a short time and this leads to poor myocardial hypertrophy and ventricular remodeling. Eventually, the heart loses its ability to compensate. The consequences of this can be considerable, and in severe cases, they can be life-threatening. To investigate whether Nav has an improvement effect on adverse myocardial fibrosis after myocardial infarction, we performed Masson’s trichrome staining. The results showed that there was a large amount of collagen accumulation in the left ventricular tissue in the MI group, and Nav treatment reduced collagen accumulation (Figures 2A, B). Moreover, after Nav treatment, the heart was able to tolerate MI-induced necrosis, as the levels of cardiac enzymes (including TnT, CK, and CK-MB) were reduced after Nav administration (Figures 2C–E). Therefore, these data suggest that Nav is an effective cardioprotective compound after myocardial infarction.

**FIGURE 2:**
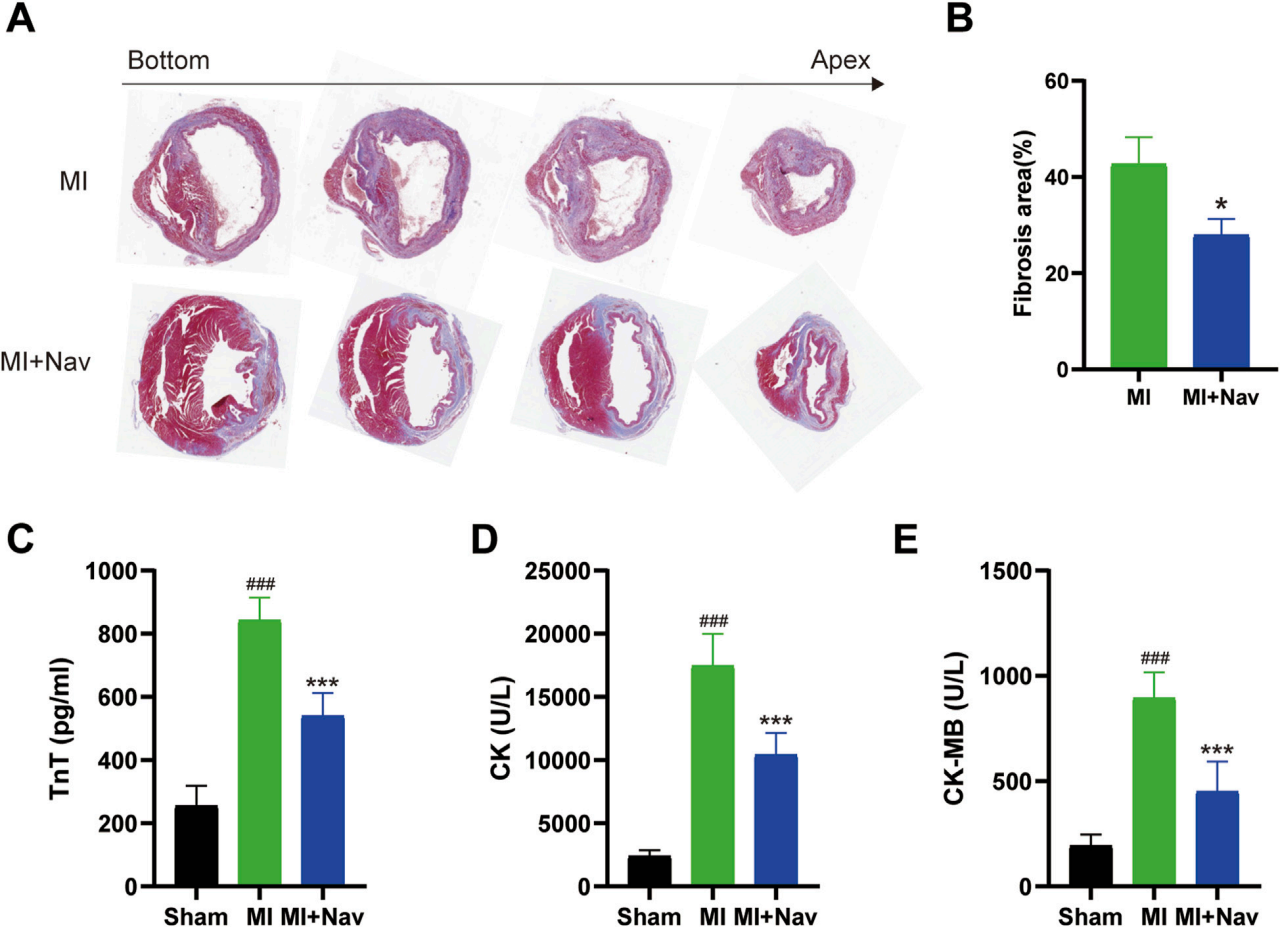
**(A)** Masson’s trichrome staining of the MI and MI + Nav groups. **(B)** Statistical analysis of the fibrosis area fraction. **(C**–**E)** Effects of Nav on serum CK, CK-MB and TnT concentrations. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the MI group.

### 3.3 Nav treatment reduced neutrophil numbers after MI

Neutrophils can promote the inflammatory response after MI. Aggregated activated neutrophils promote the myocardial inflammatory response by releasing proinflammatory factors and chemokines and releasing matrix metalloproteinases and myeloperoxidases that degrade the extracellular matrix and produce reactive oxygen species; this results in irreversible myocardial damage and promotes ventricular remodeling. Therefore, controlling the recruitment of neutrophils to the infarcted myocardium can effectively reduce the release of inflammatory factors, thereby reducing myocardial inflammation. We quantified the proportion of neutrophils after Nav treatment by flow cytometry, first defining CD45^+^ cells as immune cells, from which we sorted neutrophils by CD11b and Ly6G expression. We found that the proportion of neutrophils in the heart was greater after Nav treatment than in the control MI group. Macrophages also play a crucial role in the inflammatory response following MI, and their involvement in the anti-fibrotic and anti-inflammatory effects of Navarixin warrants further clarification. To address this, we assessed macrophage recruitment following Navarixin treatment using flow cytometry, and our results indicate that its effect on macrophage infiltration is negligible (Figures 3A, B). Moreover, we used immunofluorescence to stain the hearts of the two groups for CXCR2 expression and found that the proportion of CXCR + neutrophils in the Nav group decreased significantly (Figures 3C, D). These results indicate that neutrophil infiltration in the heart was reduced after Nav treatment for MI, thereby reducing cardiac damage and remodeling. Additionally, we have included immunofluorescence staining for CD45^+^ cells in Figure 3E to better visualize the inflammatory cells in the treated tissues. Our experiments show a reduction in CD45^+^ immune cells following Navarixin treatment, which further supports its selective effect on neutrophils and provides a more comprehensive understanding of its anti-inflammatory mechanism.

**FIGURE 3:**
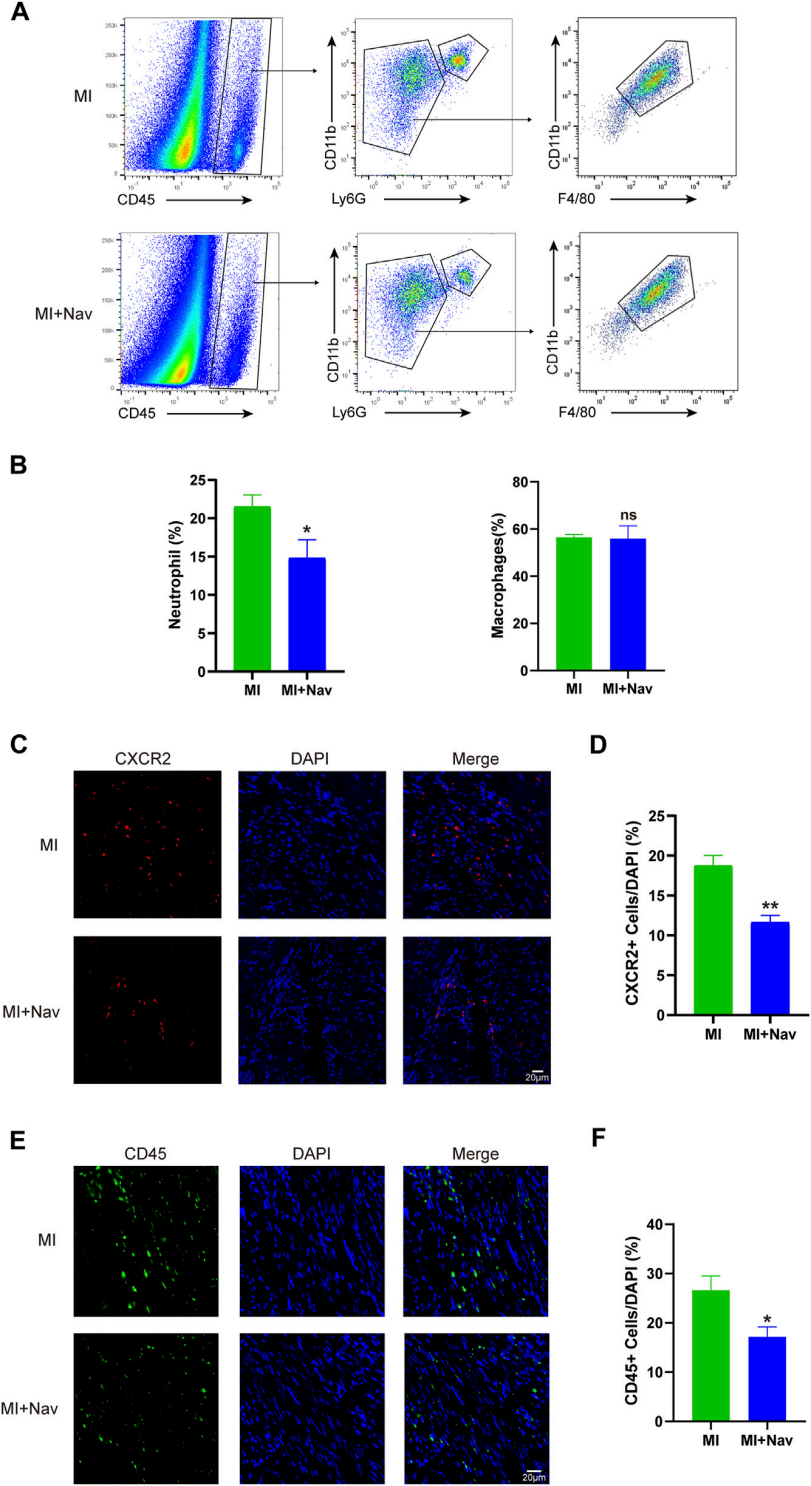
**(A)** Flow cytometry analysis strategies for neutrophils and macrophages. **(B)** Chart of the flow cytometry analysis. **(C)** Typical images of CXCR2 immunofluorescence staining in the two groups. **(D)** Chart of the immunofluorescence staining analysis. **(E)** Typical images of CD45 immunofluorescence staining in the two groups. **(F)** Chart of the immunofluorescence staining analysis. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the MI group.

### 3.4 Nav treatment attenuated the expression of inflammatory cytokines caused by MI and reduced the activation of fibrosis

To investigate the inhibitory effect of Nav on the inflammatory response to myocardial I/R in mice, we used RT‒PCR to measure the levels of the inflammation-related markers IL-1β, IL-6, CXCL1 and CXCL8 in mouse heart tissue, and the results showed that the expression of these inflammatory factors in the heart tissue of mice treated with Nav was significantly lower than that in the MI group (Figure 4A). If no preventive intervention for myocardial fibrosis is carried out after MI, hyperfibrosis is likely to occur, aggravating the degree of preexisting myocardial fibrosis. With the continuous prolongation of myocardial fibrosis, abnormal cardiac function is not effectively treated, and this increases the probability of MI recurrence. Previous studies have shown that neutrophils can release cytokines and activate the TGF-β pathway in fibroblasts, thereby aggravating cardiac fibrosis. To further confirm the alleviating effect of Nav on cardiac fibrosis, we evaluated the expression of fibrosis marker genes (fibronectin, collagen-1 and α-SMA) and found that the expression of fibrosis marker genes in the infarct boundary zone was reduced after Nav treatment (Figures 4B, C).

**FIGURE 4:**
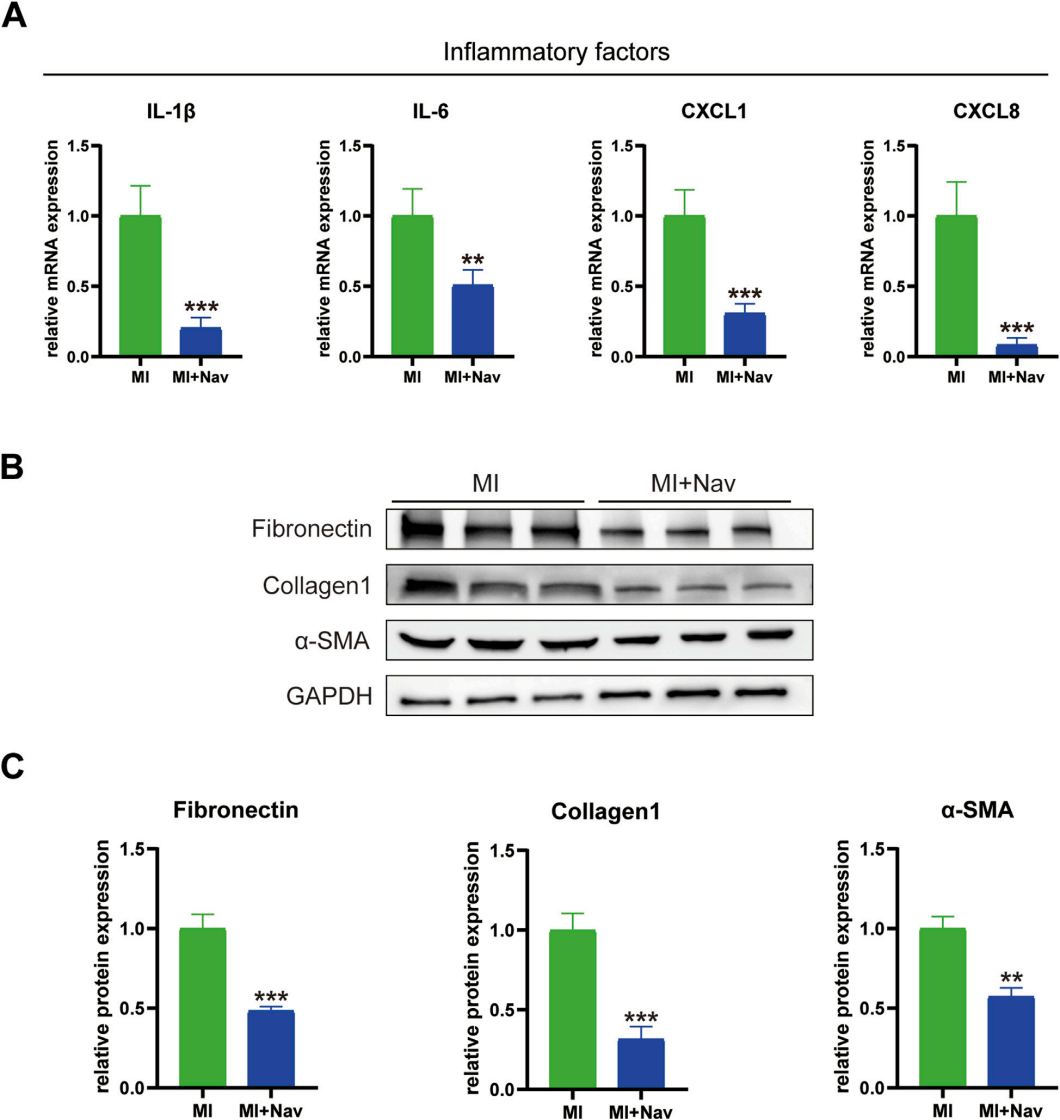
**(A)** mRNA expression levels of the inflammatory factors IL-1β, IL-6, CXCL1 and CXCL8. **(B)** Western blot images of fibronectin, collagen 1, α-SMA and GAPDH expression. **(D–F)** Statistical analysis of the Western blotting results. *P < 0.05, **P < 0.01, ***P < 0.001 vs. the MI group.

### 3.5 Transcriptomic analysis of Nav treatment after MI

To clarify the mechanism by which Nav alleviates ventricular remodeling after MI by reducing neutrophil infiltration, we performed transcriptomic testing on the hearts of the MI and MI + Nav groups of mice. 

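The 10 libraries, 5 of the MI group and 5 of the Nav group (navarixin at 1 mg/kg by mouth, once daily for 4 weeks in the paper's general protocol), were all labelled as heart, but genes of heart muscle lay near 0 in each of them. Of 30 cardiomyocyte genes listed before the data were examined, 28 were in the table. Their median expression was 0.104 FPKM (fragments relative to transcript length and to all mapped fragments of the library), and 22 of them were below 1 FPKM. Myh6, the myosin heavy chain of the adult mouse heart (chromosome 14 of mm10, 54941921 to 54966641), averaged 0.0307 FPKM over the 10 libraries and did not exceed 0.0486 FPKM in any. Tnnt2, cardiac troponin T, averaged 0.0571 FPKM, and Nppa, the atrial natriuretic peptide, 0.0363 FPKM. The members of this list above 10 FPKM were Fabp3 (57.4 FPKM), a fatty acid binding protein, and Atp2a2 (33.3 FPKM), a calcium pump, which other tissues also express.
In every library, the lists of the proximal tubule, the loop of Henle and the distal tubule, parts of the nephron of the kidney, had medians above 10 FPKM. The nephron lists and the genes named from them were chosen after the values were seen. The median was 275 FPKM over 27 genes of the proximal tubule, 46 FPKM over 8 genes of the loop of Henle, 27.9 FPKM over 7 genes of the distal tubule and 2.46 FPKM over 7 genes of the podocyte, the filtering cell of the glomerulus. Kap, an androgen-regulated protein of the proximal tubule, had the highest mean of all genes, 42850 FPKM, and took 6.34 to 10.35% of the summed FPKM of a library. The phosphate transporter Slc34a1 averaged 682 FPKM, uromodulin (Umod) 343 FPKM and the water channel Aqp2 74.2 FPKM. Values are given below by the libraries' labels, and statements on the MI and Nav groups hold for the libraries so labelled.

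**Figure D1:**
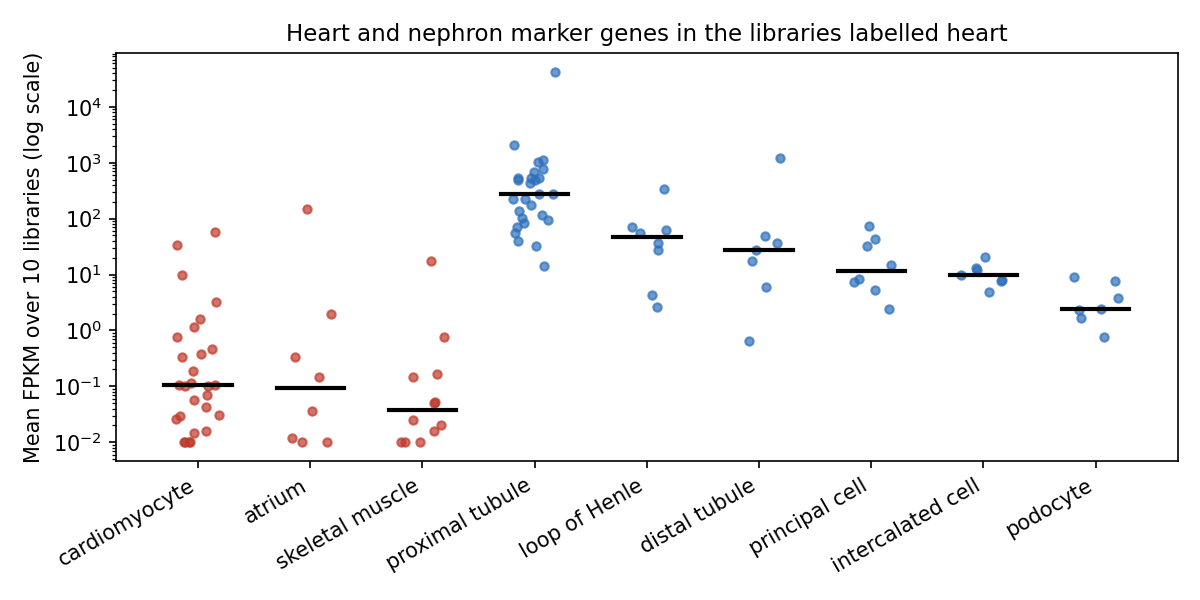
Mean FPKM over the 10 libraries of each gene of the heart, muscle and nephron lists, on a log axis. Each point is a gene, values under 0.01 FPKM are drawn at 0.01 FPKM, and the black line is the median of the list, 0.104 FPKM for cardiomyocyte genes and 275 FPKM for proximal tubule genes.

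Poly(A)-selected, strand-marked libraries were sequenced as paired ends. The submitters' processing notes name HISAT2 for alignment to mm10 and StringTie for quantification, and the table holds FPKM for 29868 genes, with no counts. Depth was estimated by taking the most common low value of single-transcript genes, scaled by length, as 1 fragment. It was 17860000 to 18740000 fragments per MI library (median 18010000) and 16720000 to 20520000 per Nav library (median 17790000). Mitochondrially encoded genes took 31.6 ± 6.59% of the summed FPKM in the MI group (SD, n = 5) and 34.1 ± 8.09% in the Nav group (SD, n = 5), with the highest shares in MI 3, MI 4, MI+Nav 2 and MI+Nav 3 (40.55, 36.26, 45.41 and 38.86%). For the comparison, the 13412 genes with at least 0.5 FPKM in at least 5 libraries were tested with limma on log2(FPKM + 0.5). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes are on this log2(FPKM + 0.5) scale, which understates the change of low genes. The paper does not state on which day the sequenced tissue was taken, so the length of exposure of these libraries is not known. Which mouse each library came from is not stated in the labels, so the p-values measure the spread between these libraries, which could be technical in part. The batch named in the labels was the group itself, so each batch holds libraries of 1 group only and batch and treatment cannot be told apart.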

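Of the endothelial genes and of the genes induced by interferon, 4 each were lower in the Nav libraries at an adjusted p under 0.05 from limma. Among 27 tested endothelial genes these were 4, none was higher and 23 did not pass (21 lower when adjusted over the list alone). The median log2 fold change of the list was -0.86. Eng (endoglin, a co-receptor for TGF-β; chromosome 2, 32646595 to 32682658) was at 12.6 ± 4.90 FPKM (SD, n = 5) in the MI group and 3.82 ± 1.07 FPKM (SD, n = 5) in the Nav group. Its log2 fold change was -1.55 (standard error 0.255, adjusted p = 0.0317 from limma), and it passed in 15 of 26 alternative settings, with an adjusted p between 0.00192 and 0.13. The other members that fell were Icam2, an adhesion molecule (log2 fold change -1.29), Robo4, a guidance receptor of endothelial cells (-1.27), and Mmrn2, a matrix protein of vessels (-0.98).
Of 26 tested interferon-stimulated genes, 4 were lower, none was higher and 22 did not pass (19 lower when adjusted over the list alone), and the median was -0.67. Rsad2 (viperin, an antiviral protein), Irf7 and Stat2, transcription factors of the interferon response, and Gbp7, a guanylate-binding protein, had log2 fold changes of -1.31, -1.29, -0.88 and -0.69. In the camera test of limma with a preset correlation, the adjusted p was 2.46e-16 for the endothelial and 3.29e-13 for the interferon list. With an estimated correlation, the adjusted p was 0.349 for each of these lists, so neither call held there. With fry, another list test of limma, the adjusted p was 0.049 for each, just under the threshold. Podocyte genes, a list added after the data were seen, had a median of -0.55, with none of 7 past the test over all genes and 5 lower when adjusted over the list alone (camera adjusted p = 0.00013, and 0.187 with an estimated correlation).
Among all called genes, 29 were lower and 1 was higher in the Nav group (96.7% lower). At an unadjusted p under 0.05 from limma, 1544 genes were lower and 167 higher. No overlap between the 5 MI and the 5 Nav values was found for 345 genes that were lower and 36 that were higher in the Nav group, 2.84% of the tested genes together, where chance gives 0.79%. The median log2 fold change of all tested genes was -0.12. After rescaling by median-of-ratios size factors this median was 0.01, and 17 genes were called lower and 5 higher (77.3% lower), with 1057 lower and 988 higher at an unadjusted p under 0.05. Without MI+Nav replicate 3 there were 3 calls, of which 33.3% were lower.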

The transcriptome sequencing results are shown in Figure 5, and the number of genes with downregulated expression in the Nav group was significantly greater than the number of upregulated genes. 

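Among the named genes that were called lower in the Nav libraries, those of the cytokines Cxcl1, Il6 and Il1b had the largest fold changes, and a fatty acid hydroxylase was the gene that was called higher. Il6 (interleukin-6; chromosome 5 of mm10, 30013114 to 30019981) was at 11.2 ± 3.84 FPKM (SD, n = 5) in the MI group and 2.42 ± 0.812 FPKM (SD, n = 5) in the Nav group, a log2 fold change of -2.0 (standard error 0.242, adjusted p = 0.00882 from limma). Cxcl1, a ligand of CXCR2 that attracts neutrophils (chromosome 5, 90891241 to 90893115), was at 6.31 ± 5.84 FPKM and 0.489 ± 0.184 FPKM, a log2 fold change of -2.48 (standard error 0.395, adjusted p = 0.0317 from limma). Il1b (interleukin-1β; chromosome 2, 129364570 to 129371139) was at 3.21 ± 1.59 FPKM and 0.479 ± 0.167 FPKM, a log2 fold change of -1.83 (standard error 0.258, adjusted p = 0.0293 from limma). Cyp4a14, a microsomal ω-hydroxylase of fatty acids (chromosome 4, 115486200 to 115496142), was at 17.4 ± 4.59 FPKM in the MI group and 59.2 ± 13.7 FPKM in the Nav group, a log2 fold change of 1.74 (standard error 0.212). For each of these 4 genes, the values of the 5 MI and the 5 Nav libraries did not overlap. Il6 passed in 25 of 26 alternative settings, Cyp4a14 in 24, Il1b in 17 and Cxcl1 in 15.
In all, 30 of the 13412 tested genes were called. Under the rule for naming genes, 10 called genes of lower expression were named. Besides the cytokines and Eng these were F2r, the thrombin receptor (log2 fold change -1.57), Exoc3l2, a relative of exocyst subunits (-1.60), Cd300lg, a receptor of endothelial cells (-1.55), Mndal, an interferon-inducible gene (-1.39), Ccm2l, an endothelial gene (-1.38), and Mir5107 (-1.67). Mir5107 lies inside Cd74 and was estimated from at most 6 fragments per library, so its value is uncertain. The paralogs H2-Q5, H2-Q6 and H2-Q7, class I histocompatibility genes that share reads, were also among the called genes and are uncertain for that reason. Without the fold change threshold, 49 genes passed, 47 lower and 2 higher, and the other higher gene was C3 of the complement system (1.13 ± 0.221 against 2.46 ± 0.502 FPKM, log2 fold change 0.86).
The number of called genes depended on single libraries. It was 197 without MI replicate 4, 37 without MI+Nav replicate 4, and from 1 to 3 without any other library. With no filter on low values, no gene was called by limma, with 2809 genes at an unadjusted p under 0.05.

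**Figure D2:**
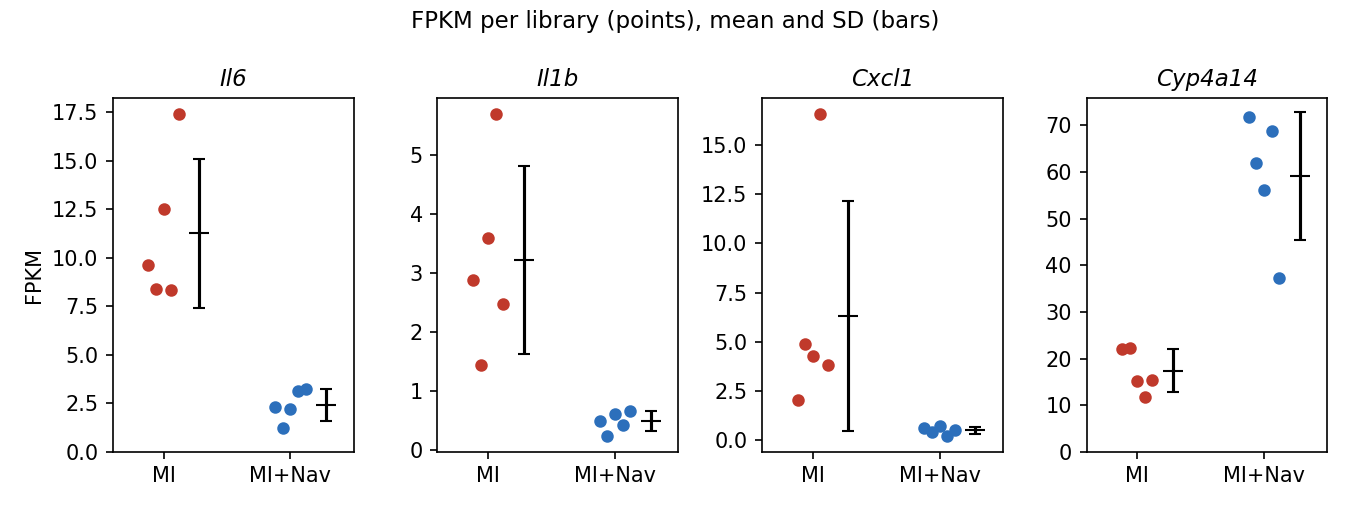
FPKM of Il6, Il1b, Cxcl1 and Cyp4a14 in each of the 5 MI and 5 MI+Nav libraries. Points are libraries and the line and bar are the mean and SD; the MI libraries lie above all Nav libraries for the 3 cytokine genes and below them for Cyp4a14, and the highest Cxcl1 value is 16.6 FPKM in MI 4.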

Using (FDR < 0.05 |log2FC| > 1) as the screening criterion, all DEGs were screened, and it was found that the expression of 490 genes in the Nav group changed significantly, 62 genes of which were significantly upregulated and 428 genes of which were significantly downregulated. 

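Over all 13412 tested genes, the libraries did not divide into the MI and the Nav group at the first branch of the tree. Average linkage on Pearson correlation set MI 3 and MI 4 apart from the other libraries, so that 7 of 10 libraries lay on their group's side, and the 2000 genes of largest variance gave the same division. The library closest to each library nevertheless belonged to its own group in 10 of 10 cases (9 with Spearman correlation). Correlations between libraries ran from 0.939 to 0.985, with a median of 0.973 within and 0.967 between groups. The 30 called genes, which were chosen by group, set MI 4 alone apart and left 6 of 10 libraries on their group's side. The 49 genes at an adjusted p under 0.05 gave 10 of 10, a setting added after the data were seen and one that also uses genes chosen by group.
The first principal component held 34.5% of the variance and did not separate the groups (exact two-sided permutation test, p = 0.183). The 4 libraries of highest mitochondrial share had the 4 highest values on it (50.1 for MI+Nav 2, 28.3 for MI+Nav 3, 14.8 for MI 3 and 8.96 for MI 4). The third component, with 12.7% of the variance, differed between the groups (exact two-sided permutation test, p = 0.0317, not adjusted over the 5 components tested). MI+Nav 1, MI+Nav 4 and MI+Nav 5 had its highest values (19.0, 26.1 and 20.7). The keratins Krt18 and Krt19, genes of simple epithelia, were also highest in these 3 libraries. Krt18 was at 34.6, 55.6 and 53.0 FPKM there, against 11.4 ± 2.13 FPKM (SD, n = 5) in the MI group. In MI+Nav 2 and MI+Nav 3 it was at 7.203 and 8.518 FPKM, and their values on this component (-7.25 and -5.12) lay among or next to those of the MI libraries (-17.95 to -5.44), so the component differed through the other 3 Nav libraries.

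**Figure D3:**
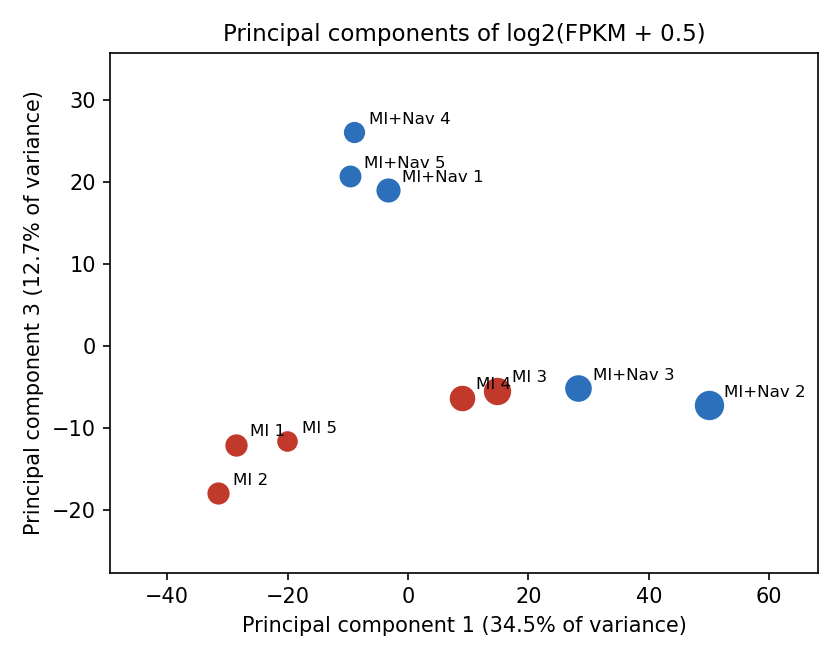
Principal components 1 and 3 of log2(FPKM + 0.5) over the tested genes, with the share of variance on each axis. Each point is a library (red MI, blue MI+Nav) and its size grows with the mitochondrial share of FPKM; the 4 libraries with the largest shares lie at the right, from 8.96 to 50.1 on component 1.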

Stratified cluster analysis of differentially expressed genes was performed, and the results were used to construct a heatmap. GO enrichment and classification of significantly differentially expressed genes (DEGs) revealed significant changes in pathways related to immune system processes and the innate immune response, which are related to reduced neutrophil infiltration. In addition, through KEGG pathway analysis, we found that the chemokine signaling pathway and cytokine‒cytokine receptor interaction were among the top differentially expressed pathways. This finding suggested that Nav affects chemokine-induced immune cell infiltration by inhibiting the CXCR2 receptor. These results corroborate the previously observed decrease in neutrophil infiltration and provide mechanistic support for this finding.

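Of the 30 called genes, those of the GO terms named here were Rsad2 and Cd300lg, a receptor of the CD300 family, both lower in the Nav libraries. The term immune system process held 147 tested genes, of which 2 were called (exact hypergeometric test, p = 0.0281, adjusted p = 1). The term innate immune response held 137, of which 1, Rsad2, was called (p = 0.22 from the same exact test, adjusted p = 1). None of 1762 GO terms passed after adjustment. The GO terms of 9 of the 30 called genes and of 1449 tested genes were not used here, which limits this count.
Taken over all their members, 119 of 147 and 106 of 137 genes had a log2 fold change below 0. The medians were -0.21 and -0.18, not far below the -0.12 of all tested genes, so part of these counts reflects the shift of all genes. Adjusted over the term alone, 22 genes of immune system process were lower and 1 higher, and 24 of innate immune response were lower and 1 higher. The camera adjusted p was 0.00244 and 0.00922 with a preset correlation, and 0.561 for each with an estimated correlation. Of 13 tested innate sensors, which detect microbial or damaged material, 1 was lower (Irf7), none was higher and 12 did not pass at an adjusted p under 0.05 from limma (2 lower when adjusted over the list alone). This list's camera adjusted p was 0.00248, and 0.349 with an estimated correlation (0.049 with fry). Of 16 complement genes, 1 was higher (C3), none was lower and 15 did not pass (6 lower and 2 higher when adjusted over the list alone), with a camera adjusted p of 0.917.
Without MI replicate 4 both terms passed, each with 17 called genes (adjusted p = 7.23e-09 for immune system process and 3.5e-09 for innate immune response, hypergeometric test).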

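The interleukins Il6 and Il1b and the chemokine Cxcl1 were the called members of these KEGG pathways, all lower in the Nav libraries. Cytokine-cytokine receptor interaction held 89 tested genes, of which these 3 were called (hypergeometric test, adjusted p = 0.0345). The chemokine signaling pathway held 106, of which Cxcl1 was called (adjusted p = 1 from the same test). Of 299 KEGG terms, 27 passed. The lowest adjusted p, 0.000144 with 4 called genes, was that of graft-versus-host disease, a term that holds histocompatibility genes.
Among the fixed lists, 17 chemokines were tested: 1 was lower (Cxcl1), none was higher and 16 did not pass (4 lower when adjusted over the list alone). Their median log2 fold change was -0.57, and 16 of the 17 were below 0. Ccl21a, a chemokine of lymphatic vessels, was at 6.60 ± 4.74 FPKM in the MI group and 1.31 ± 0.780 FPKM in the Nav group (SD, n = 5 each) and did not pass (adjusted p = 0.226 from limma). Of 14 inflammatory cytokine genes, 2 were lower (Il6 and Il1b), none was higher and 12 did not pass (2 lower when adjusted over the list alone), and the median was -0.33. The camera adjusted p was 0.000244 for chemokines and 0.00584 for inflammatory cytokines, and 0.349 for each with an estimated correlation. With fry the adjusted p was 0.0494 for chemokines and 0.049 for inflammatory cytokines. Of 3 tested chemokine receptors none passed (1 lower when adjusted over the list alone; camera adjusted p = 0.461).
The call of cytokine-cytokine receptor interaction was lost with all annotated genes as background (adjusted p = 0.156), with a pseudocount of 0.1 (adjusted p = 0.0775), with calls at any fold change (adjusted p = 0.0963) and with no filter on low values (adjusted p = 1). It was also lost without MI replicate 1 (adjusted p = 0.0606), without MI replicate 3 or MI replicate 5 (0.324 each) and without any single Nav library (0.198 to 0.455), all from the hypergeometric test, and kept without MI replicate 2 (0.0132). Without MI replicate 4, 9 genes of the chemokine pathway and 10 of the cytokine pathway were called, with an adjusted p of 0.00287 and 0.000222 from the hypergeometric test.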

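CXCR2 itself was close to the detection limit of these libraries. Cxcr2 (chromosome 1 of mm10, 74153989 to 74161246) was at 0.0624 ± 0.0457 FPKM (SD, n = 5) in the MI group and 0.0275 ± 0.0470 FPKM (SD, n = 5) in the Nav group. This corresponds to 0 to 8 estimated fragments per library, so it was not tested and a difference was not detectable at this depth. Among its ligands, Cxcl2 (0.0867 and 0.0773 FPKM), Cxcl3 and Cxcl5 were also below the filter. Ppbp, the CXCL7 precursor of platelets, was at 1.04 ± 0.845 FPKM and 0.987 ± 0.581 FPKM (SD, n = 5 each), a log2 fold change of 0.04 (standard error 0.354, adjusted p = 0.976 from limma), and the sign of this change turned when MI replicate 1, MI replicate 4, MI+Nav replicate 1 or MI+Nav replicate 3 was left out.
Of 10 tested genes of the CXCR2 axis (the receptor's ligands, decoy receptors and signalling partners), 1 was lower, Cxcl1, none was higher and 9 did not pass (3 lower when adjusted over the list alone). Their median log2 fold change was -0.39, with 8 of 10 below 0. The camera adjusted p was 0.00328, and 0.349 with an estimated correlation (0.0494 with fry).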

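Neutrophil genes did not pass between the groups over all genes or over their own list, and most were too low to be tested. Of 30 neutrophil genes in the table, 7 were above the filter. None of these was lower or higher at an adjusted p under 0.05 from limma, also when adjusted over the list alone, and the median log2 fold change was -0.34 with 6 of 7 below 0 (camera adjusted p = 0.461). S100a9, an abundant protein of neutrophil granulocytes, was at 2.94 ± 1.69 FPKM (SD, n = 5) in the MI group and 1.21 ± 0.544 FPKM (SD, n = 5) in the Nav group (adjusted p = 0.391 from limma). Without MI replicate 4, S100a9 and Wfdc17, another neutrophil gene, were lower (adjusted p = 0.0212 and 0.0053 from limma). G0s2, which other tissues also express, was at 49.6 ± 14.1 and 44.0 ± 24.98 FPKM. Mmp8 and Mmp9, matrix metalloproteinases of neutrophils, were below 0.1 FPKM in both groups on average. The direction of the neutrophil list turned without MI replicate 3 (camera adjusted p = 0.881).
Genes of other leukocytes had lower medians in the Nav libraries, but none of those tested passed over all genes. Of 13 genes shared by leukocytes, 7 were lower and none higher when adjusted over the list alone, with a median log2 fold change of -0.82. Tyrobp, an adaptor of myeloid receptors, was at 10.6 ± 4.72 and 3.98 ± 1.21 FPKM (SD, n = 5 each; adjusted p = 0.226 from limma). Of 16 macrophage and monocyte genes, 8 were lower and none higher when adjusted over the list alone (median -0.63). Lyz2, lysozyme, was at 24.1 ± 13.4 and 9.60 ± 4.63 FPKM, and Spp1, osteopontin, which kidney tubules also express, at 301 ± 62.4 and 409 ± 114 FPKM. Of 8 genes of antigen presentation by MHC class II, 7 were lower when adjusted over the list alone (median -1.05), among them H2-Eb1 (40 ± 18.2 and 11.5 ± 4.67 FPKM, adjusted p = 0.0891 from limma). The camera adjusted p was 1.13e-05, 0.00248 and 4.1e-06 for these 3 lists, and 0.349, 0.449 and 0.349 with an estimated correlation. Ptprc, which encodes CD45, was at 0.567 ± 0.244 and 0.189 ± 0.0610 FPKM and was below the filter.
From the KEGG pathways, the paper proposes that Nav acts on the entry of immune cells driven by chemokines through CXCR2. It relates the GO terms to lower neutrophil infiltration, and takes these results as mechanistic backing for that finding.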

**FIGURE 5:**
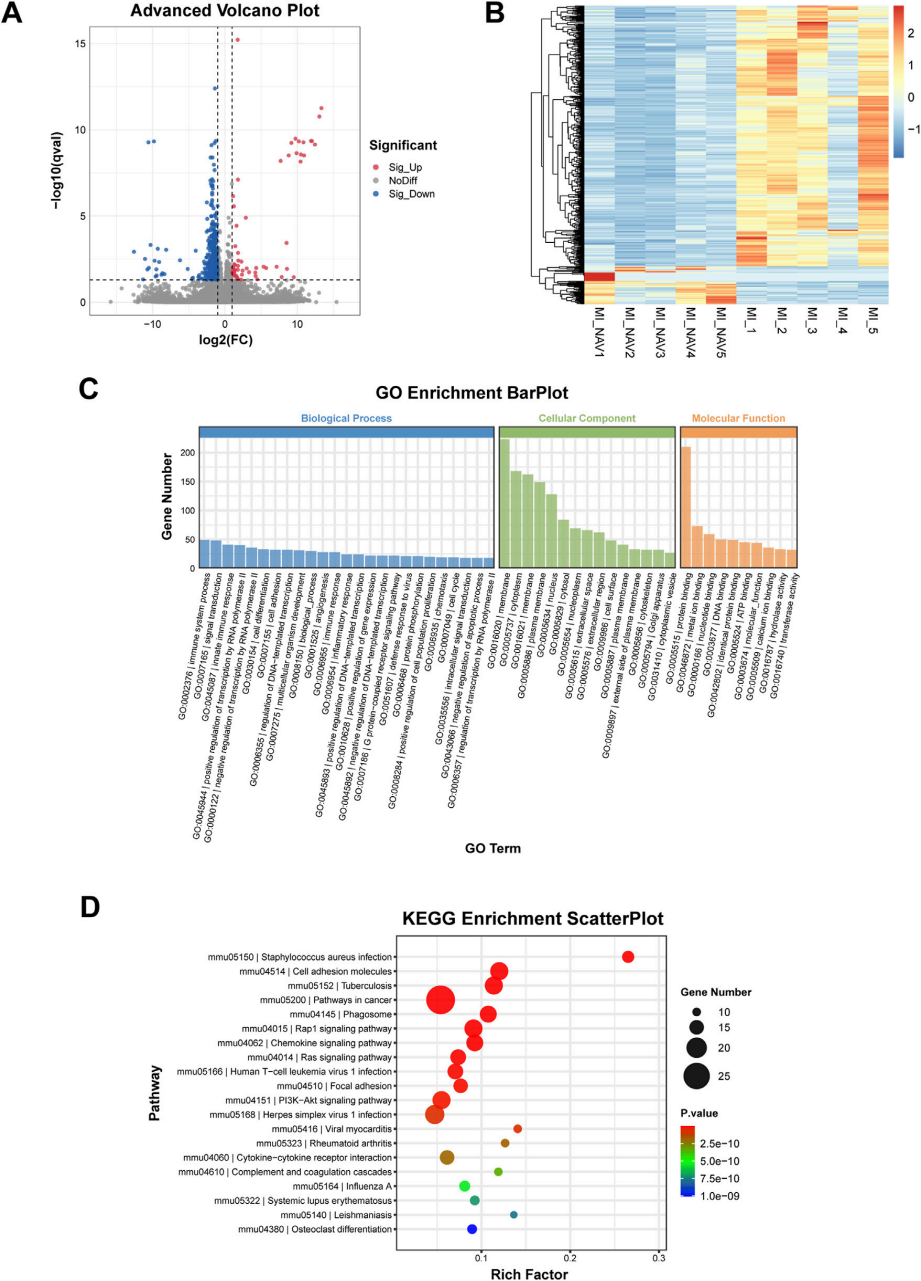
Results of transcriptome sequencing. **(A)** Volcano plot of the differentially expressed genes. **(B)** Differential gene clustering heatmap. **(C)** The histogram of GO enrichment and classification. **(D)** Bubble diagram of the KEGG enrichment results.

## 4 Discussion

Neutrophils are derived from the bone marrow and are a functionally and phenotypically heterogeneous population of innate immune cells. Neutrophil counts are directly associated with many cardiovascular risk factors, including hypertension and type 2 diabetes, and neutrophilia is associated with the subsequent development of chronic heart failure after acute MI (Horckmans et al., 2017; Dölling et al., 2022; Sreejit et al., 2022). Innate immune cells are involved in cardiomyocyte repair; neutrophils are recruited by chemokines, and they slowly infiltrate the infarcted area within 12–24 h, peaking 2–4 days after MI. When myocardial I/R occurs, multiple innate immune pathways, the complement system, and ROS are activated.

After myocardial ischemia occurs, early reperfusion can significantly reduce the extent of MI and improve cardiac function to some extent. However, after a period of reperfusion, the aggregation of polymorphonuclear leukocytes can lead to myocardial injury through the release of oxygen-derived free radicals, proteases, and leukotrienes. For example, infiltrating neutrophils produce potent cytotoxic effects by releasing proteolytic enzymes, inducing the apoptosis of inflammatory cells. Activated neutrophils drive inflammation and myocardial damage by releasing proinflammatory factors (e.g., IL-1β and IL-6), which interact with the myocardium to degrade the extracellular matrix by releasing matrix metalloproteinases (MMPs) and myeloperoxidase (MPO), producing reactive oxygen species (ROS) and resulting in irreversible myocardial damage (Aul et al., 2012; Kaur and Singh, 2013). Neutrophils can block capillaries, and microvascular embolism leads to a total lack of reflow and secondary ischemia, preventing blood reperfusion and resulting in tissue necrosis and an increased immune response.

The chemokine receptor CXCR2 synergistically binds to its ligands CXCL1-3 and CXCL5-8 to control the release of neutrophils from the bone marrow and recruit them to inflamed and infected tissues. CXCR2 mediates the occurrence and development of various diseases, such as atherosclerosis, myocardial infarction, myocarditis, heart failure and myocardial hypertrophy, and the degree of tissue damage after ischemia is closely related to the number of neutrophils recruited into the tissue (Chapman et al., 2007; Planagumà et al., 2015; Liang et al., 2017). Navarixin functions as a selective CXCR2 antagonist by binding to the extracellular domain of CXCR2, thereby preventing the activation of downstream signaling pathways triggered by the binding of its natural ligands, such as IL-8 and Gro-α. By inhibiting CXCR2 signaling, Navarixin effectively suppresses neutrophil migration and pro-inflammatory cytokine release, which are key processes involved in various inflammatory diseases. Regarding specificity, Navarixin has been demonstrated to be highly selective for CXCR2, with minimal activity against other chemokine receptors, such as CXCR1 and CXCR3. While some off-target effects cannot be fully ruled out, the available data suggest that its binding affinity for CXCR2 is significantly higher compared to other receptors.

In the present study, we utilized the CXCR2 receptor inhibitor Nav to slow post-MI ventricular remodeling by reducing post-MI neutrophil recruitment. We found that Nav administration can alleviate the decline in cardiac function, reduce neutrophil infiltration, reduce the area of cardiac fibrosis, and reduce inflammatory factor expression. Through transcriptomic analysis, we found that Nav affects signaling pathways such as the innate immune response and chemokine signaling pathways.

In the innate immune response pathway, neutrophils have strong phagocytic activity and are the most rapidly mobilized innate immune cells involved in anti-infection processes. They can identify, absorb, and destroy pathogens in the absence of adaptive immune response assistance. Phagocytic engulfment of invading pathogens is a conserved innate immune mechanism. In the chemokine signaling pathway, CXCL8 was the most effective and had the highest cell yield among the seven neutrophil chemokines CXCL1-3 and CXCL5-8. Immobilizing CXCL8 expression on GAGs/proteoglycans and interacting with CXCR2 to induce migration is the key to neutrophil recruitment. Therefore, both of these signaling pathways that cause alterations after Nav treatment are related to the reduction in neutrophil infiltration by antagonism of the CXCR2 receptor.

## 5 Conclusion

In summary, we constructed a mouse model of MI and administered the CXCR2 receptor antagonist Nav. We observed that Nav improved cardiac function, reduced myocardial damage, reduced neutrophil infiltration, reduced inflammatory factor expression and improved cardiac fibrosis in mice. Through transcriptomic analysis, we found that Nav influences signaling pathways such as the innate immune response and chemokine signaling pathways to modulate their effects. By studying and exploring the role and mechanism of the CXCR2 inhibitor Nav in MI-induced heart failure, we provide an experimental basis for CXCR2 inhibitors becoming a new therapeutic target for MI in the future.

## Data Availability

The data presented in the study are deposited in the NCBI (GEO) repository, accession number is GSE291292.

How the deposited data were processed for this re-analysis (not part of the article)

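Gene expression was measured by RNA sequencing in 10 libraries, 5 of the MI group and 5 of the Nav group, with groups and replicate numbers taken from the sample labels and the dose and length of treatment from the paper's methods. The authors deposited FPKM values, fragments relative to the length of the transcript and to all mapped fragments of the library, for 29868 genes, with 1 column per library and GO and KEGG text per gene. According to the paper's methods and the submitters' processing notes, poly(A)-selected, strand-marked libraries were sequenced as paired ends, reads were trimmed with cutadapt 1.9 and aligned to mm10 with HISAT2 2.0.4, and StringTie 1.3.4d gave the expression values. The authors used DESeq2 and edgeR for differential expression, which need counts. These were not used here, and limma on log2 values took their place. The annotation release is not given in the sources used here. Gene IDs of the table were found in GENCODE M21 for 99.67% of genes, and coordinates are those of the table, on mm10.

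The deposited FPKM are relative to the mapped fragments of each library and are not rescaled to a common sum, so a library in which a few genes take many fragments has lower values for its other genes. Mitochondrially encoded genes took 24.44 to 45.41% of the summed FPKM of a library, and the genes Gm10925, Gm28661 and Gm28437, nuclear copies that share reads with them, are uncertain. Depth was estimated from genes with a single transcript. Their most common low value, scaled by length and sought within a fixed window, was taken as 1 fragment. This gave between 16720000 and 20520000 fragments per library. At this depth, a gene at 0.5 FPKM rests on few fragments if it is short. No pair of libraries was near identical, with correlations up to 0.985.

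Genes with at least 0.5 FPKM in at least 5 libraries were kept (13412 genes), and log2(FPKM + 0.5) was fitted by group with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend and robust prior). No block was used, and the batch named in the labels could not be a term, since it equals the group. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, after the thresholds of the paper. Gene lists were tested with camera of limma at a preset correlation of 0.01, over the 37 of 43 fixed lists with at least 3 tested genes, and again with an estimated correlation and with fry. GO terms and KEGG pathways of at least 10 tested genes were tested with a 1-sided hypergeometric test against the tested genes with annotation of that kind. Libraries were clustered by average linkage on 1 minus Pearson correlation, and single indices were compared with an exact 2-sided permutation test over 252 assignments. Figures were drawn with matplotlib 3.10.9.

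The gene lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule took every gene the paper names, up to 10 called genes in each direction with the largest fold change, a mean of at least 1 FPKM and no overlap between the groups, up to 4 members of each list past an adjusted p under 0.05 (or 3 of highest mean where none passed), up to 4 called members of each GO term or pathway the paper names, and the genes among the 10 of largest mean. The nephron, circadian clock and PPARα target lists, the genes named from them, and H2-Q5, H2-Q6, H2-Q7, Myh6 and Nppa were chosen after the values were seen.

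The procedure was tested on simulated data for the comparison of the Nav with the MI group, with 13412 genes and 5 draws. It recovered 84% of genes changed by 1 and 99% of genes changed by 2 on the log2 scale, and called 10.6 unchanged genes on average at an adjusted p under 0.05. Of random lists, 0.8% passed camera with the preset correlation at p under 0.05. The simulated genes varied independently, so this share cannot show how often camera passes lists of correlated genes. The recovered shares likewise hold for independent genes and need not apply to these libraries. The estimated correlation was 0.46 in the endothelial and 0.42 in the interferon list. With the preset correlation, 25 lists passed in the real split. Setting MI 1, MI 4, MI+Nav 1, MI+Nav 3 and MI+Nav 4 against the rest also passed 25. More lists, 26, passed with MI 1, MI 2, MI 3, MI 5 and MI+Nav 1 against the rest. The same MI libraries with MI+Nav 2 also gave 26. The number of lists past the preset test was therefore not particular to the real groups. The alternatives were other pseudocounts, filters and scalings, array weights, covariates, a replicate block, each library left out in turn, other list tests and other backgrounds. Added after the data were seen were a fit without the 4 libraries of highest mitochondrial share, a fit with that share as covariate, limma voom on fragments estimated from FPKM and exon length, and a clustering on the genes at an adjusted p under 0.05. Cxcr1, Ly6g and Mpo, which the paper names or uses as markers, were not analysed here. The GO terms of 10.8% of the tested genes were not used here.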

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

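The tests of tissue and of the lower endothelial, interferon and leukocyte genes were chosen after the results were seen. The test of the circadian clock was set before its other genes were seen, but after Arntl, Npas2 and the summary counts of the list, and its values without these 2 genes and for the opposite genes alone were added after.

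In libraries labelled heart, genes of the proximal tubule had a median of 275 FPKM, and genes outside those the paper discusses were the most abundant. Heart tissue with some kidney tissue mixed in is argued against by the cardiomyocyte list, whose median reached at most 0.161 FPKM in any library. Gene names out of step with the values are argued against for genes of low values, of which 11229 with 2 or more transcripts were checked. Of their values, 97.79% became whole millionths when multiplied by the exon length of their own gene (tolerance 0.02 millionths). With a length 1 bp longer, 8.1% did. The check did not cover the abundant nephron genes, so it cannot decide for their names. Kidney tissue in place of heart may account for the values. The bound set for it was a median percentile over 75 in each of 6 nephron lists. The podocyte list missed it, at 72.1, and the other nephron lists met it, at 88.5 to 99.6. This bound was itself chosen after the values were seen, so the miss cannot decide, and kidney tissue stays open by that test. What the values do show is narrower. All 27 proximal tubule genes averaged at least 10 FPKM, and 22 of 28 cardiomyocyte genes averaged below 1 FPKM. A wrong tissue label, or a table of another experiment, was not tested, and no biological explanation was tested.

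Endothelial, interferon and leukocyte genes had median log2 fold changes of -0.86, -0.67 and -0.82, with 4 of 27, 4 of 26 and 0 of 13 lower over all genes, and none of these lists passed camera with an estimated correlation (adjusted p = 0.349 each). The scaling of FPKM by mitochondrial transcripts is argued against as the whole cause of these medians, since a factor per library moves all genes alike, and the medians lay -0.735, -0.552 and -0.694 from that of all tested genes, more than the SD of each list's members (0.44, 0.368 and 0.443). A lower share of vessels in the tissue taken stays open, since mural and smooth muscle genes had a median 0.459 above that of all tested genes but went both ways (SD 0.811), with Pdgfrb, a receptor of pericytes, lower (log2 fold change -1.11, adjusted p = 0.0317 from limma). A lower share of endothelial cells stays open for the endothelial genes, with 96.3% of those tested below the median of all tested genes. Its test could not decide, since the members did not shift alike (SD 0.44 against a median standard error of 0.235). That test did not cover the interferon and leukocyte genes. A lower share of glomeruli, where podocyte genes had a median of -0.55, stays open too. Lower expression per endothelial cell would give the same values and cannot be told apart from a change in cells, and an effect of navarixin stays open, as does the batch in the labels, which equals the group.

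The clock gene Arntl (BMAL1), which the paper does not discuss, fell by 1.01 on the log2 scale (adjusted p = 0.0419 from limma), and its partner Npas2 had a log2 fold change of -0.93, but each passed in 12 of 25 alternative settings, with an adjusted p of up to 0.168 and 0.13. If the hearts or other tissue of the groups had been collected at different times of day, the genes that peak opposite to Arntl would have changed the other way, and the median of the opposite genes lay 0.934 above that of the Arntl group, or 0.483 without Arntl and Npas2, which prompted the test (0.464 with median-of-ratios scaling and 0.429 with quantile normalization). Without these 2 genes, the mean of the opposite genes minus that of the other 3 genes of the Arntl group was 1.18 ± 0.281 in the MI and 1.804 ± 0.366 in the Nav libraries (SD, n = 5 each; exact two-sided permutation test, p = 0.0317). Of the 3 other genes 3 were below 0 and of 9 tested opposite genes 7 were above 0, but none of these passed over all genes, and the mean of the opposite genes alone did not separate the groups (exact two-sided permutation test, p = 0.238). A different time of day at collection is a candidate explanation, and an effect of navarixin on the clock remains open.

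Other results stood out for their value alone. Cyp4a14, outside the genes the paper discusses, had a log2 fold change of 1.74, and C3 one of 0.86. Cxcl1 in MI 4, at 16.58 FPKM, lay far above the other MI libraries. Wfdc17, a neutrophil gene, was at 0.266 FPKM in MI 4 and far below them. The mean log2 value of the genes shared by leukocytes was 0.866 in MI 4 and also far below the rest. Trbc1, a T cell receptor gene, was far from the others in MI 5, at 3.72 FPKM, and Ogn, osteoglycin, in MI+Nav 1, at 2.44 FPKM. Of 124 groups of 5 libraries examined, 5 held such a library, where chance gives about 6.2.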

How the results depend on the processing

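Of the gene values under the alternatives, 993 kept their direction and side of the threshold, 257 lost and 38 gained the call, and 6 changed sign. Of the list tests, 596 kept both, 70 lost the call and 4 changed direction. The cause of each change below was not tested unless stated. The main count was 30 called genes, 49 at any fold change, 96.7% of calls lower, 11 of the 11 called genes named for the size of their change past the test (named genes below), 25 lists past camera and 1 of the paper's 4 terms past.

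The count of called genes was 18 with a pseudocount of 1, which shrinks fold changes of low genes, and 46 with the fold threshold on the ratio of group means, which does not. It was 0 with no filter on low values, with 0 genes at any fold change and 0 named genes past, where 29868 genes were tested. With quantile normalization 3 were called, 3 at any fold change, 66.7% lower, with 2 named genes past. Median-of-ratios scaling gave 77.3% lower. Array weights gave 117 called, 378 at any fold change and 86.3% lower, and the first principal component within groups as covariate 82 and 356. Chosen after the data were seen, limma voom on estimated fragments gave 56, mitochondrial share as covariate 91 at any fold change, and the fit without the 4 libraries of highest mitochondrial share 167, with 302 at any fold change and 70.7% lower.

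Leaving out 1 library gave 1 to 197 called genes, 1 to 292 at any fold change, 33.3 to 100% lower (33.3% without MI+Nav 3, over 3 calls), 1 to 11 named genes past, 22 to 25 lists and 0 to 4 of the paper's terms, with the highest counts of genes and terms without MI 4. The lists past the test were 0 with an estimated correlation and 7 with fry (lowest adjusted p 0.049, close to the threshold). Those 7 were the endothelial, interferon, innate sensor, inflammatory cytokine, angiogenesis growth factor, chemokine and CXCR2 axis lists. Of the paper's terms, 0 passed with all annotated genes as background, with calls at any fold change, with a pseudocount of 0.1, with no filter and by camera with an estimated correlation, and 4 by camera with a preset correlation. In clustering, 10 libraries lay on their group's side with the genes at an adjusted p under 0.05.

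Changes of direction came in results that had not passed or lost the call. They were G0s2 (log2 fold change 0.291 with array weights and 0.413 without the 4 libraries), Ppbp (-0.078 without MI 1, -0.157 without MI+Nav 1, -0.012 without MI+Nav 3, range -0.212 to 0.308 over single libraries), and the adjusted p of the camera test for mitochondrially encoded genes (0.69 with quantile normalization), immediate early genes (0.443 with array weights, 0.769 without the 4 libraries) and neutrophil genes (0.0638 to 0.881 over single libraries).

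The labels do not say that the replicate numbers pair the libraries, and the values gave no sign of it. The correlation of deviations of same-numbered libraries ran from -0.223 to 0.046, and not every library correlated best with its own number. This cannot exclude that the mice were paired by design. With a replicate block, 6 genes were called, 4 of them among the 30, and 6 at any fold change, 83.3% lower, with 4 named genes past. Depth limits what can be said of Cxcr2 and most neutrophil genes, which rest on few fragments. So does the tissue, since the cardiomyocyte list had a median of 0.104 FPKM and the values may not be those of heart. Low values of these genes are therefore no test of neutrophil entry into the heart.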

Differences from the paper's values

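At the thresholds the paper states, 30 genes were called here with limma on FPKM, where the paper reports 490. The paper's 62 upregulated genes stand against 1 here, and its 428 downregulated genes against 29. None of the alternatives set before the data were examined came within the paper's counts, the closest being 197 called genes and 192 lower without MI replicate 4 (5 higher), and 16 higher with array weights.

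In the GO term immune system process 2 genes were called here, where the paper's figure gives about 49 (Fig. 5C, read by eye), and in innate immune response 1, where it gives about 41 (Fig. 5C, read by eye). No alternative set before the data were examined came within these counts, and the closest was 17 in each term without MI replicate 4. The GO terms of 9 of the 30 called genes and of 10.8% of the tested genes were not used here. The counts here are therefore lower limits and are not of like measure with the paper's. The called share of the chemokine signaling pathway was 0.00943 of its 106 tested genes here and is about 0.093 in Fig. 5D, read by eye. For cytokine-cytokine receptor interaction it was 0.0337 of 89 tested genes here and is about 0.063 in Fig. 5D, read by eye. Without MI replicate 4, an alternative set before the data were examined, these shares were 0.0849 and 0.112 of the tested genes. The paper states a whole-genome background for its pathways, so its shares may rest on more genes. Over all annotated genes of the table, the pathways held 178 and 245 genes, and the main shares were 0.00562 and 0.0122. How close the shares over tested genes came to the paper's therefore cannot be judged.

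The paper reports more downregulated than upregulated genes, and 96.7% of the 30 calls of the main fit were lower here as well. With median-of-ratios scaling, 77.3% of 22 calls were lower, and 1057 genes were lower and 988 higher at an unadjusted p under 0.05 from limma. The share was 66.7% of 3 calls with quantile normalization and 33.3% of 3 calls without MI+Nav replicate 3. It states changes in both GO terms and both KEGG pathways, for the pathways against a whole-genome background. Against the tested genes, cytokine-cytokine receptor interaction passed here (adjusted p = 0.0345), but not against all annotated genes of the table (adjusted p = 0.156), and immune system process, innate immune response and the chemokine pathway did not pass against the tested genes (adjusted p = 1 each, hypergeometric test). All 4 passed without MI replicate 4, and by camera with a preset correlation, but none by camera with an estimated correlation (adjusted p = 0.561 each). The tests of the GO terms left out 9 of the 30 called genes, whose GO terms were not used here, which limits them. The paper presents the libraries as heart, and the cardiomyocyte list had a median of 0.104 FPKM.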

Other observations

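The lists of the collecting duct had medians above 0 and the cell cycle list a median below 0, but none of their genes passed over all genes. Of 8 genes of principal cells, the cells of the collecting duct that take up water, none passed over all genes or over the list alone, 0 were below 0 and the median log2 fold change was 0.33. Their mean log2 value was 4.054, 4.281 and 4.235 in MI+Nav 1, MI+Nav 4 and MI+Nav 5, the libraries of high Krt18, against 3.866 in MI+Nav 3, 3.49 in MI+Nav 2 and 3.365 to 3.789 in the MI libraries. Of 7 genes of intercalated cells, which secrete acid or base, 3 were higher when adjusted over the list alone (median 0.28). The camera adjusted p was 6.38e-07 for each of these lists, which were added after the data were seen, and 0.0966 with an estimated correlation. Of 20 tested cell cycle genes none passed over all genes, 11 were lower when adjusted over the list alone and 20 of 20 were below 0, with a median of -0.54 (camera adjusted p = 6.21e-07, and 0.349 with an estimated correlation). Of 40 ribosomal protein genes none passed, 39 were above 0 and the median was 0.22 (camera adjusted p = 2.43e-18, and 0.349 with an estimated correlation). PPARα target genes, listed after Cyp4a14 was seen, had a median of -0.01, and of 20 tested 1, Cyp4a14, was higher and 19 did not pass.

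Of the genes that the paper measured by RT-PCR and Western blotting, those given here were in the table, in libraries whose values do not show heart muscle. Cxcr1 was not in it, and CXCL8, which the paper also reports as lower, has no mouse gene of that name. For Il1b, Il6 and Cxcl1 the paper reports lower mRNA in the Nav group, and all 3 were called lower in the libraries. The paper's methods name macrophages of the left ventricle as the source of that RNA, while its results name heart tissue. The RT-PCR values are therefore not of like material with these libraries. For fibronectin, collagen 1 and α-SMA the paper reports lower protein. Fn1 was at 2.08 ± 0.463 FPKM in the MI group and 1.47 ± 0.286 FPKM in the Nav group (SD, n = 5 each), a log2 fold change of -0.39 (adjusted p = 0.367 from limma). Col1a1 was at 1.22 ± 0.678 and 0.694 ± 0.340 FPKM (log2 fold change -0.48, adjusted p = 0.461 from limma). Acta2, which encodes α-SMA, was at 5.49 ± 1.3 and 16.7 ± 10.6 FPKM, a log2 fold change of 1.32 that did not pass (adjusted p = 0.161 from limma). It came from MI+Nav 1, MI+Nav 4 and MI+Nav 5 (16.2, 19.57 and 32.95 FPKM), with 8.701 and 6.133 FPKM in MI+Nav 2 and MI+Nav 3. Gapdh, the loading control of the blots, was at 9.80 ± 3.08 and 6.79 ± 1.58 FPKM (adjusted p = 0.378 from limma). Of 20 tested genes of fibrosis and extracellular matrix none passed over all genes, and 9 were lower and 1 higher when adjusted over the list alone (median -0.51, camera adjusted p = 0.00201, and 0.449 with an estimated correlation). Of 11 fibroblast genes 1 was lower, Ogn (log2 fold change -0.995), and 6 were lower when adjusted over the list alone.

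Other splits of the 10 libraries into 5 and 5 were examined for the number of genes and lists past the test, 100 splits with the real one included. For called genes, 3 of 100 splits, the real one included, gave at least the real value of 30, a share under the bound of 0.05. Such a count was rare among the splits but not confined to the real groups, since the highest of the other splits gave 85. Chance is therefore not excluded by this share. For genes at any fold change it was also 3 of 100, with a real value of 49 and a highest other value of 1398. The split with 85 exchanges MI 4 and MI+Nav 4 (107 genes at any fold change). The split with 1398 sets MI 1, MI 2, MI 5, MI+Nav 4 and MI+Nav 5 against the rest and differs by 11.87 points in mitochondrial share, which points to a structure of the samples other than the groups. For lists at an unadjusted p under 0.05 with an estimated correlation, 37 of 100 splits gave at least the real value of 2 (highest other 12), so chance cannot be excluded.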
